A study of Mus musculus with 18 samples. Its data were reported in "Stress induced aging in mouse eye" (2022).

How the data were processed

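ATAC-seq had been carried out on whole retinas of wild-type mice aged 3 and 18 months, with 3 libraries in each of 6 groups defined by age and by the state of the eye (IOP raised to 30 mmHg for 1 h and collected on day 2, contralateral, or untreated). Groups, replicate numbers and the day of collection were taken from the sample labels (the study's text gives a later day for the ATAC-seq retinas), which number contralateral and IOP libraries 1 to 3 and untreated libraries 4 to 6. The authors sequenced the libraries with paired-end reads and called peaks in each library separately with MACS2, without pooling replicates and without an input control. The aligner and genome build of the ATAC-seq reads are not given in the sources used here. For each peak the deposited lists give an integer score, which the values show to be 10 times the −log10 q cut to a whole number. They also give the fold enrichment at the summit, a ratio of pileup to local background as computed by the authors' peak caller, the −log10 of the Poisson p-value and the −log10 of the q-value as deposited, and the position of the summit. These values belong to the authors and were used here only to rank, filter and describe peaks within a list.

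The coordinates were compared with the mouse assembly GRCm38.p6 and the GENCODE M21 annotation: chromosome names matched, no peak ran past a chromosome end, and 46.8% to 54.3% of protein-coding transcription starts lay in a peak of a library, against 1.16% to 2.28% after a shift of 20 kb. Positions are printed counting from 1 in GRCm38/mm10. Fold and p-value together were solved for the pileup of each peak with a fold under 20, which gave whole numbers in 100% of peaks (relative tolerance 0.0002). The percentile 1 of the local background gave a background pileup per library of 0.731 to 0.946 in untreated and 1.38 to 1.84 in other libraries. No read totals were at hand, so the depth of each library is unknown and no counting interval is given.

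Because the lists differ in length, each library was represented by its 35935 strongest peaks by −log10 p on the autosomes and chromosome X, the number in the shortest list. Peaks of all 18 libraries that shared at least 1 bp were merged, and the 49580 regions with a peak in at least 2 libraries were kept. A library was counted as open at a region where it had one of these strongest peaks there, so a weaker deposited peak beyond the cut counted as none. For age, 6 libraries of 18-month-old mice (contralateral and untreated) were set against 6 of 3-month-old mice. The study also compared 6 retinas per age, without saying which they were. Regions were called by Fisher's exact test at an unadjusted p of 0.05 with Benjamini-Hochberg adjusted values beside it. For IOP at each age, a region was opened with a peak in 3 of 3 IOP and 0 of 3 contralateral libraries and closed in the opposite case. For both ages together Fisher's test was applied to 6 against 6. The authors' own test, edgeR on read counts, needs counts and was not run.

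Single values per library were compared by two-sided exact permutation tests, with 20 relabelings for 3 against 3 (smallest p = 0.1), 924 for 6 against 6 (smallest p = 0.00216) and 400 for 6 against 6 within age (smallest p = 0.005). Promoters were within 2500 bp of a protein-coding transcription start. Each region was assigned to the protein-coding gene with the nearest start within 100 kb. The 22 gene lists, fixed before the data were examined, were markers of rods, cones, bipolar cells, Mueller glia, amacrine and horizontal cells, ganglion cells, microglia, astrocytes, endothelial cells and pericytes, pigment epithelium, and lens. Further lists covered senescence, TNF and NF-kB signalling, interferon and JAK-STAT signalling, complement, extracellular matrix, apoptosis and p53, gliosis and injury, oxidative phosphorylation, fatty acid metabolism, housekeeping controls, and the genes the study singled out. For each list the percent of a library's regions assigned to it was compared, with adjustment over lists, and for each gene the number of its regions per library (means within 1e-9 counted as the same), with adjustment over all 15516 genes and over the list alone. The 8 motifs were searched as consensus sequences on both strands within 100 bp of the summit: GGATTA (Crx/Otx2), TTCYNRGAA (STAT), TGASTCA (AP-1), GGGRNWYYCC (NF-kB), CCASYAGRKGGC (CTCF), CACGTG (E-box), TAATTA (paired-type and LIM homeodomain) and GGGGCGGGGC (GC box). Their share in changed regions was compared by Fisher's exact test with the other variable regions, those open in some but not all libraries. The STAT and Crx/Otx2 motifs were included because the study reported them from these samples, so their results are not independent evidence.

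The genes and regions named follow a rule fixed beforehand. It takes the 10 regions per direction and comparison with the largest difference in calling libraries, ties being ordered by the percentile of −log10 p within the libraries. It adds every gene the study singled out and up to 4 members per other list with the largest difference in region counts. Regions of fixed lists that changed are named with them.

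Alternatives were all deposited peaks, the 20000 strongest peaks, peaks with −log10 q of at least 5, stricter overlap rules, windows of 501 bp, other distances to genes (1000 bp and 50 kb) and for motifs (50 and 250 bp), regions open in 1 library, autosomes only, contralateral or untreated libraries only, a replicate block, and leaving out each library in turn. Groupings of the libraries other than the real ones were drawn at most 100 times with seed 20240. The scripts were tested on simulated data with 200 changed items: for regions 87.0% were recovered for age, 71.5% for IOP at 3 months, 72.0% at 18 months and 89.5% for both ages, while 70, 401, 381 and 65 of 49580 regions were called among the unchanged. For region counts of 15516 genes, drawn as Poisson around the mean of each gene, 99.5% were recovered for age and 100% for IOP, while 350 and 316 unchanged genes were called unadjusted. Peaks on chromosome Y and on unplaced scaffolds were left out of the comparisons. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.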

Results

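Chromatin accessibility of whole mouse retina was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in 18 libraries. The libraries fell into 6 groups of 3, with retinas of 3-month-old and 18-month-old wild-type mice. At each age there were retinas taken on day 2 after the intraocular pressure (IOP) of that eye had been raised to 30 mmHg for 1 h, retinas of the contralateral eyes, and retinas labelled untreated. Each library was represented by its list of peaks, which are stretches of DNA with more reads than their surroundings. The lists held 36011 to 66160 peaks, 911837 in all. The number of reads behind them is unknown. The 3-month-old groups held 54426 ± 10262 peaks (SD, n = 3) in untreated, 48954 ± 14945 in contralateral and 47011 ± 4163 in IOP retinas. The 18-month-old groups held 52676 ± 1826, 56406 ± 4856 and 44474 ± 7329 peaks in the same order. Untreated libraries had narrow peaks, with a median width of 161 to 192 bp, against 264 to 395 bp in the contralateral and IOP libraries. This difference of untreated from contralateral libraries stood at p = 0.1 at each age (two-sided exact permutation tests, n = 3 against 3), the smallest p that 3 against 3 libraries can give. The number of deposited peaks differed by less than the spread between libraries with age (exact permutation p = 0.580, n = 6 against 6) and after IOP elevation with both ages together (exact permutation p = 0.245, n = 6 against 6). Untreated libraries of 18 months exceeded those of 3 months in median width, 189 against 172 bp, and background pileup, 0.900 against 0.769 (exact permutation p = 0.1 each). In contralateral libraries both went the other way, 300 against 350 bp and 1.47 against 1.54 (exact permutation p = 0.2 and 0.4). Age within the untreated set is therefore not separate from these library differences.

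**Figure D1:**
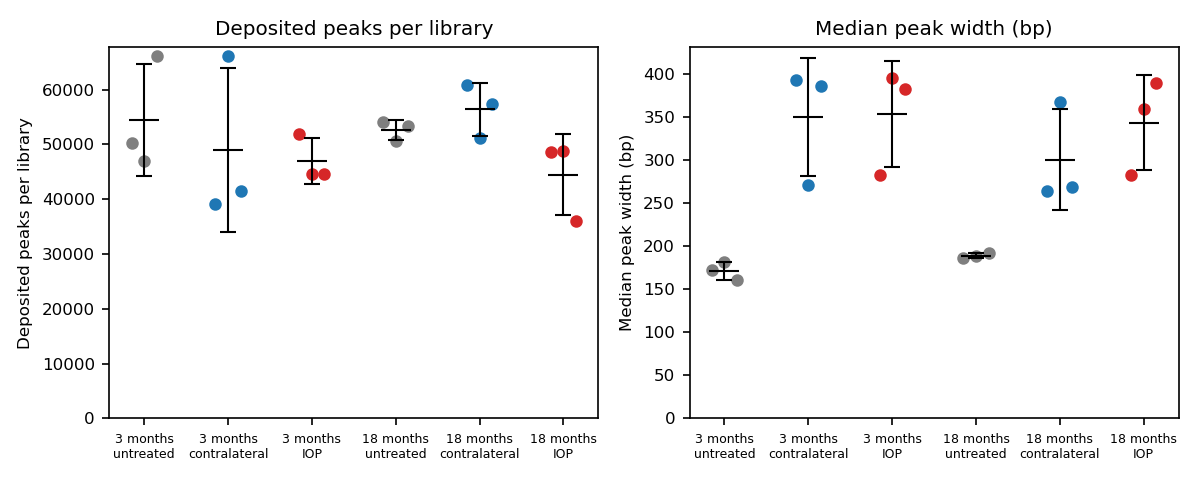
Number of deposited peaks (left) and median peak width in bp (right) of each library in the 6 groups, with a point per library and bars for the mean ± SD of 3 libraries. The untreated libraries sit between 161 and 192 bp in median width, below all contralateral and IOP libraries, which sit between 264 and 395 bp.

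Promoters took 27.3% to 39.3% of the peaks of a library, and an annotated transcription start of a protein-coding gene lay inside a peak in 46.8% to 54.3% of cases. Over the 35935 strongest peaks of each library, 49580 regions of the genome were open in at least 2 libraries, of which 30.6% lay at promoters, 39.5% in introns, 25.5% between genes and 4.37% in exons. The Jaccard index, the share of regions that a pair of libraries has in common, averaged 0.781 within groups and 0.731 between groups. It averaged 0.709 between untreated and other libraries, and no pair of libraries was above 0.827.

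The first comparison asked which regions of the retina differ in accessibility between mice of 3 and of 18 months, with contralateral and untreated retinas pooled at each age. Regions gained in old retinas lay near Calcr, which encodes the calcitonin receptor (chromosome 6, positions 3671940 to 3672366, build GRCm38/mm10), and near the zinc finger gene Zfp773 (chromosome 7, 7145141 to 7145620 and 7140423 to 7140907). Others lay in introns within reach of Cyp2d12, a cytochrome P450 gene (chromosome 15, 82504745 to 82505071 and 82548145 to 82548674), near Smug1, a uracil DNA glycosylase of base excision repair (chromosome 15, 103101672 to 103102851), near Pvrig, an inhibitory receptor of lymphocytes (chromosome 5, 138354474 to 138354959), and in an intron near Gm826 (chromosome 2, 160321924 to 160322296). All of these, and 2 regions far from any coding gene (chromosome 12, 21784289 to 21784792, and chromosome 2, 160082231 to 160083142), had a peak in 6 of 6 old and 0 of 6 young retinas. Regions lost with age lay near Csf3r, the receptor for granulocyte colony-stimulating factor (chromosome 4, 125968172 to 125968811 and 125990124 to 125990547), and in introns near Lpp, a protein of focal adhesions (chromosome 16, 24501405 to 24502040), Bach2, a transcriptional repressor of lymphocytes (chromosome 4, 32337682 to 32338206), and Tenm3, a teneurin that guides the wiring of retinal neurons (chromosome 8, 48509124 to 48509703). These had a peak in 0 of 6 old and 6 of 6 young retinas, as had 5 regions more than 100 kb from a coding start (chromosome 4 at 8417895, chromosome 7 at 49504019, chromosome 16 at 97057615 and 96843732, and chromosome 1 at 151947603). The IOP retinas were left out of this comparison. In those of 18 months, the lost regions near Lpp, at 8417895 and at 96843732 were open in 3 of 3. Tenm3's was open in 1 of 3 and the other lost ones in 0 of 3. Of the gained regions, that near Pvrig and the first near Cyp2d12 were open in 1 of 3. Calcr's was open in 2 of 3 and the others in 3 of 3. The second Zfp773 region was open in 2 of 3 young IOP retinas and no other gained one in more than 1.

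Altogether 205 regions were more often open at 18 months and 79 less often (Fisher's exact test per region, unadjusted, two-sided, n = 6 against 6). Of these, 49 higher and 17 lower regions separated the ages completely (exact p = 0.00216), and the others had 1 exception (exact p = 0.0152). No region passed Benjamini-Hochberg adjustment over 49580 regions, where Fisher's test at an unadjusted p of 0.05 called the 284 regions above. With 0.00216 as the smallest possible Fisher p, adjustment can pass only where far more regions separate the ages completely. That none passed therefore says little about single regions. With all deposited peaks the counts were 314 higher and 38 lower. The untreated and contralateral libraries differed from each other at more regions than the ages did, 759 in one direction and 601 in the other for 6 against 6, so age was also compared within each set. The contralateral libraries alone had 440 regions open in 3 of 3 old and 0 of 3 young retinas and 274 the other way round, and the untreated libraries alone had 546 and 347. In both sets alike, 49 regions were higher and 17 lower. This was tested, after the data were seen, by relabelling ages within each set. As many higher regions were shared with the real labels alone (exact permutation p = 0.0025, 400 relabellings). As many lower regions were shared with the real labels and their mirror image (exact permutation p = 0.005).

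Of the gene lists fixed beforehand, 3 contained a region that differed with age. Eomes, a transcription factor of retinal ganglion cells, had an intronic region (chromosome 9, 118488180 to 118488606) in 6 of 6 old and 1 of 6 young retinas. Ifit3, an interferon-induced gene, had a promoter region (chromosome 19, 34583232 to 34583831) in 0 of 6 old and 5 of 6 young retinas. An intronic region whose nearest start, 91345 bp away, is that of Lhx4, a LIM homeobox factor of bipolar cells (chromosome 1, 155650431 to 155650851), was open in 1 of 6 old and 6 of 6 young retinas. Among 10 ganglion cell markers with any region, 3 had more regions per library at 18 months, 2 fewer and 5 the same number, and Eomes passed the adjusted threshold over the list alone, with 3.00 ± 0 regions against 1.83 ± 0.408 (SD, n = 6 each, exact permutation p = 0.00216, adjusted over the list alone 0.0216, adjusted over all genes 1). Gfap, the intermediate filament of reactive glia, had 1.67 ± 0.516 regions at 18 months and 0.833 ± 0.408 at 3 months (exact permutation p = 0.0454, n = 6 each), which did not pass adjustment over the astrocyte list alone (0.268). Fewer regions were counted at 18 months for Bfsp1, a lens filament protein (1.33 against 2.33, exact permutation p = 0.0325, n = 6 each), and Lama1, a laminin chain of basement membranes (1.83 against 3.17, exact permutation p = 0.0368, n = 6 each), neither of which passed adjustment over its list alone. Over 15516 genes, no gene passed adjustment in the exact permutation test, and 310 passed unadjusted, 217 with more and 93 with fewer regions at 18 months. With 0.00216 as the smallest p of this test, adjustment over so many genes can pass only where very many genes reach it together. In counts simulated as Poisson around the mean of each gene, the same test called 350 unchanged genes. Real counts can have no spread, as for Eomes at 18 months, so that number is not their chance level. The unadjusted number was not tested against such a level and does not by itself show a difference.

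As shares of all regions of a library, amacrine and horizontal cell markers took 0.0697 ± 0.00801% at 18 months and 0.0802 ± 0.00548% at 3 months (exact permutation p = 0.0260, adjusted 0.429, n = 6 each), a difference whose sign turned with the 20000 strongest peaks per library. The photoreceptor lists stood at 0.229% against 0.243% for rods and 0.0956% against 0.101% for cones (exact permutation p = 0.262 and 0.357, n = 6 each). Of 15 rod genes, 3 had more regions at 18 months, 8 fewer and 4 the same number. The exact permutation test put 0 of them below an unadjusted p of 0.05. The rod arrestin Sag, among those with fewer, had 2.00 ± 0 regions at 18 months and 2.83 ± 0.753 at 3 months. Genes of senescence and its secretory phenotype took 0.0862% at 18 months and 0.0764% at 3 months (exact permutation p = 0.0606, n = 6 each), and of its 13 genes with regions 5 had more of them at 18 months, 3 fewer and 5 the same number. Among those with more were Fgf2, a growth factor (4.67 against 3.17), and Lmnb1, a nuclear lamin (8.67 ± 1.03 at 18 months). None of the 22 lists passed adjustment by the exact permutation test, and amacrine and horizontal cell markers were the single list below an unadjusted p of 0.05.

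Of the regions higher at 18 months, 54.1% lay in introns, 37.1% between genes and 3.90% at promoters, against 14.9% at promoters for the other variable regions, those open in some but not all libraries (Fisher's exact p = 5.58e-07), and with all deposited peaks the share was 8.60% and no longer passed (Fisher's exact p = 0.0937). Lower regions lay at promoters in 22.8% of cases (Fisher's exact p = 0.0572), a share that was 2.63% with all deposited peaks. The GGATTA motif bound by Crx and Otx2, the homeodomain factors that maintain photoreceptors, stood within 100 bp of the summit in 35.1% of higher regions (72 of 205) and in 17.0% of other variable regions (Fisher's exact p = 5.02e-10, adjusted 8.04e-09). Lower regions had it in 29.1% (Fisher's exact p = 0.00658, adjusted 0.0394), but not above the background with the 20000 strongest peaks (21.8%, Fisher's exact p = 0.608) or within the contralateral or the untreated libraries alone (12.8% and 16.7%, Fisher's exact p = 0.0866 and 0.830). The motif of the insulator protein CTCF was less frequent in higher regions than in other variable regions, 3.41% against 8.45% (Fisher's exact p = 0.00738, adjusted 0.0394). Counted over all variable regions of a library, the Crx/Otx2 share was 20.1 ± 4.88% at 18 months and 17.1 ± 4.69% at 3 months, a difference that did not pass with ages relabelled across all 12 libraries (exact permutation p = 0.299, n = 6 each). With ages relabelled within the contralateral and within the untreated libraries, a test chosen after the data were seen, it stood at p = 0.005, the smallest possible (exact permutation, 400 relabellings, n = 6 each). Regions are not independent replicates, so the Fisher tests describe these regions and not mice. The study reported Crx/Otx2 motifs from these same samples, so that motif was not chosen independently of them.

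The second comparison asked which regions open or close after a single mild rise in IOP, by setting IOP retinas against contralateral retinas of the same age. A region is called opened where 3 of 3 IOP and 0 of 3 contralateral libraries had a peak, and closed in the opposite case. At 3 months the opened regions included the promoter of Edn2, an endothelin made by stressed photoreceptors (chromosome 4, 120158393 to 120159153), an intronic region near Fgf2 (chromosome 3, 37354590 to 37355094), an exonic region whose nearest start, 68281 bp away, is that of the collagen gene Col4a2 (chromosome 8, 11243920 to 11244683), the promoter of Gdf15, a stress cytokine (chromosome 8, 70630741 to 70630969), a region near Gadd45b, which responds to DNA damage (chromosome 10, 80937549 to 80938059), and an intronic region near Rgr, an opsin of pigment epithelium and Mueller glia (chromosome 14, 37038914 to 37039607). The Edn2, Gdf15, Gadd45b and Rgr regions were also open in 2 of 3 untreated 3-month-old retinas, and those of Fgf2 and Col4a2 in 0 of 3. Closed regions included the promoter of Dkk3, a Wnt modulator of Mueller glia (chromosome 7, 112158114 to 112158540), which was open in none of the untreated retinas of that age, and regions near Kdm7a, a histone demethylase (chromosome 6, 39265999 to 39266475), Olfr1344, an olfactory receptor (chromosome 7, 6445025 to 6445683), and Nxf3, of RNA export (chromosome X, 136090122 to 136090381). Intronic regions closed near Ralgps2, Pdzd2, Cenpi and the splicing kinase Srpk2. The regions ranked first also held an opened intron near Sptan1, a spectrin of the cytoskeleton (chromosome 2, 29988754 to 29989331), open in 2 of 3 untreated retinas. All 4 of the closed intronic regions, and those near Kdm7a, Olfr1344 and Nxf3, were open in 3 of 3 untreated retinas.

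In all, 214 regions opened and 143 closed at 3 months. In simulated libraries with independent calls the same rule called 401 unchanged regions, more than this total of 357, so the count alone does not show a response. A single region cannot go below p = 0.1 with 3 against 3 libraries (Fisher's exact test, two-sided), so none is significant by itself. With all deposited peaks, 159 regions opened and 176 closed.

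At 18 months the opened regions included the promoter of Serpina3n, an acute-phase protease inhibitor of reactive astrocytes (chromosome 12, 104406505 to 104406977), an intronic region near Cebpd, a transcription factor of the acute-phase response (chromosome 16, 15898908 to 15899478), a region near Lif, the cytokine that starts the protective response of Mueller glia (chromosome 11, 4296730 to 4297113), the promoter of Fgf2 (chromosome 3, 37380507 to 37381042), and 2 regions near Bcl3, a cofactor of NF-kB (chromosome 7, 19817189 to 19817921 and 19830732 to 19831262). The Serpina3n, Cebpd and Lif regions were open in 0 of 3 untreated retinas of the same age. The Fgf2 promoter and the Bcl3 regions were each open in 1 of 3. The Ifit3 promoter, lost with age in control retinas, was open in 3 of 3 IOP retinas at 18 months, a contrast that shares its 18-month-old contralateral libraries with the age comparison. Promoters of Opn1sw, the short-wave cone opsin (chromosome 6, 29380169 to 29380757), and Slc32a1, the vesicular GABA transporter (chromosome 2, 158610594 to 158611092), and an intronic region near Pax6, a master regulator of eye development (chromosome 2, 105680479 to 105680917), also opened. Among the regions ranked first were ones near Tle4, a corepressor (chromosome 19, 14655295 to 14655872), Col4a4 and Nxf2, and an intron of chromosome 17 at 11569687. Closed regions lay near Pou4f3, a factor of ganglion cells (chromosome 18, 42343333 to 42343597), Grik1, a kainate receptor of bipolar cells (chromosome 16, 88372143 to 88372330), Gnb1, a transducin subunit of rods (chromosome 4, 155483593 to 155484198), Cox4i1 of the respiratory chain (chromosome 8, 120683649 to 120683854) and Sphk1, a sphingosine kinase (chromosome 11, 116554275 to 116555049). Others lay at the promoters of Dpysl3, of axon growth, and Plpp2, a lipid phosphatase, and near Ints4, Tmem177, Msh3, Cfdp1, Rapgef5, Las1l, Naf1 and 4930444P10Rik. The Pou4f3 and Grik1 regions lay 51131 and 81986 bp from the start. In untreated retinas of 18 months the Grik1 region was open in 1 of 3 and those of Cox4i1 and Sphk1 in 2 of 3. The other closed regions named were open in 3 of 3 of them.

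At 18 months 459 regions opened and 393 closed, again with p = 0.1 as the smallest value for any region (Fisher's exact test, two-sided, n = 3 against 3). In simulated libraries with independent calls the rule called 381 unchanged regions. That simulation holds no differences in peak width between libraries. Setting the narrow-peak against the wide-peak libraries among the same ones changed 776 regions, so the simulated number does not show a response. The 18-month-old IOP libraries had fewer deposited peaks than the contralateral ones, 44474 against 56406 (exact permutation p = 0.1, n = 3 against 3). With all deposited peaks the balance turned, with 175 regions opened and 1642 closed.

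**Figure D2:**
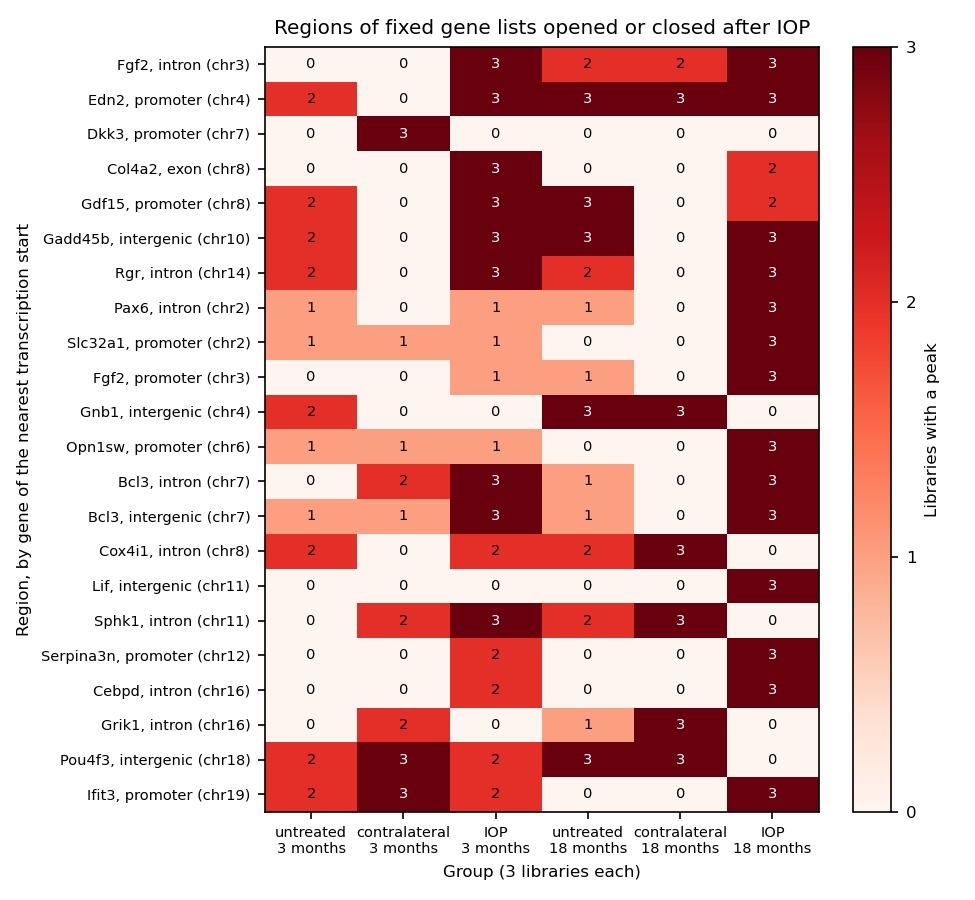
Number of libraries, from 0 to 3, with a peak in each of 22 regions of the fixed gene lists that opened or closed after IOP elevation; rows are regions named by the gene of the nearest transcription start and columns are the 6 groups. The Lif region is open in 3 of 3 IOP retinas at 18 months and in 0 of 3 of each other group.

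Taking both ages together gave a test that can separate 6 IOP from 6 contralateral retinas. Regions open in 6 of 6 IOP and 0 of 6 contralateral retinas lay in introns near Rbm17, a splicing factor (chromosome 2, 11596739 to 11597504), Samd4, a translational repressor (chromosome 14, 46950828 to 46951325), Galnt7, of protein O-glycosylation (chromosome 8, 57594003 to 57594650), Afg3l2, a mitochondrial protease (chromosome 18, 67435635 to 67436318), and Ice1, of small nuclear RNA transcription (chromosome 13, 70621403 to 70621923). Others lay near Lrrc66 (chromosome 5, 73570236 to 73570895), Lmo1, a LIM-only transcription cofactor (chromosome 7, 109191936 to 109192672), and the ribosomal protein gene Rps24 (chromosome 14, 24574999 to 24575499), and far from coding genes on chromosome 1 (104920154 to 104920873) and chromosome 9 (49968353 to 49968791). Galnt7's region was open in 3 of 3 young and 2 of 3 old untreated retinas and Ice1's in 0 of 3 and 3 of 3, whereas those of Samd4, Lrrc66 and Lmo1 were open in none. The Gadd45b and Rgr regions also separated the arms completely, the second Bcl3 region was open in 6 of 6 against 1 of 6, and those of Serpina3n, Cebpd, Col4a2 and Gdf15 in 5 of 6 against 0 of 6. In untreated retinas the Gadd45b and Gdf15 regions were open in 2 of 3 young and 3 of 3 old ones. Rgr's was open in 2 of 3 at each age and the Bcl3 region in 1 of 3. Those of Serpina3n, Cebpd and Col4a2 were open in none. Closed in 0 of 6 against 6 of 6 were an intronic region near Myo6, an unconventional myosin (chromosome 9, 80272948 to 80273206), and a region of chromosome 3 (17613288 to 17613858) with a CTCF motif. Regions near Plpp2, Rapgef5, Naf1, Senp8, Cenpi, Grik1, Ppef1, a phosphatase of sensory neurons, and 1700022I11Rik, and a second region of chromosome 3 (17620448 to 17620734), closed with at most 1 exception. Grik1's was open in 0 of 3 young and 1 of 3 old untreated retinas, and the other closed ones named here in 3 of 3 at each age.

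There were 186 opened and 56 closed regions (Fisher's exact test, two-sided, unadjusted, n = 6 against 6), of which 48 and 2 separated the arms completely (exact p = 0.00216) and the others stood at exact p = 0.0152. None passed adjustment over 49580 regions, where Fisher's test at an unadjusted p of 0.05 called the 242 regions above. With 0.00216 as the smallest possible Fisher p, adjustment can pass only where far more regions separate the arms completely. That none passed therefore says little about single regions. Without the cut to lists of equal length, 90 regions opened and 191 closed. Opened regions lay at promoters in 14.5% of cases and closed ones in 1.79%, against 13.6% of the other variable regions (Fisher's exact p = 0.669 and 0.00523). The closed share was 6.81% and no longer passed with all deposited peaks (Fisher's exact p = 0.0509). At 18 months alone the shares of opened and closed regions were 15.9% and 8.65% against 13.8% (Fisher's exact p = 0.194 and 0.00234).

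Retinal gliosis and injury genes held a larger share of the regions of IOP libraries, 0.136 ± 0.0121% against 0.114 ± 0.00757% in contralateral libraries (n = 6 each, exact permutation within age p = 0.005, the smallest it can give, adjusted over 22 lists 0.055). Of its 16 genes with regions, 8 had more regions after IOP elevation, 2 fewer and 6 the same number. Fgf2 had 5.50 ± 0.548 regions against 3.83 ± 0.753 (exact permutation p = 0.005, n = 6 each, adjusted over the list alone 0.08) and Cebpd 5.67 ± 0.816 against 4.33 ± 0.516 (exact permutation p = 0.035, n = 6 each, adjusted over the list alone 0.28). At 18 months this list contributed 4 opened regions, those of Cebpd, Fgf2, Lif and Serpina3n, or 0.871% of the opened regions against 0.111% of other variable regions (Fisher's exact p = 0.00260). It also contributed 1 closed region, that of Sphk1 (Fisher's exact p = 0.363). At 3 months it contributed 2, those of Edn2 and Fgf2 (Fisher's exact p = 0.0330). These Fisher tests were not adjusted over the lists and directions tested and rest on few regions. Fgf2 is also among the genes the study singled out from these samples.

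The genes that the study singled out from its own expression and accessibility data took 0.0590 ± 0.00447% of regions after IOP elevation and 0.0454 ± 0.00310% in contralateral retinas (exact permutation p = 0.005, adjusted 0.055, n = 6 each). That list was chosen on these samples, so it is not independent evidence of a direction. Adjusted over the list alone, Fgf2 passed at 0.04, and Bcl3, with 5.00 ± 0 regions against 2.67 ± 1.51 (exact permutation p = 0.02, n = 6 each), stood at 0.08. Gdf15 had 3.00 ± 0.632 against 2.17 ± 0.408 regions (exact permutation p = 0.08, n = 6 each). The cell-cycle inhibitor Cdkn1a had 1 region and the haem oxygenase Hmox1 had 3, and each of these regions was open in every library. Tgfb1, Cd44 and Cdkn2a had 2, 4 and 1 regions, none of which opened or closed by the rules above, and Mmp14, Fas, Ccl2, Plaur and Il6 had 0 regions assigned to them.

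Among 16 TNF and NF-kB genes, 6 had more regions after IOP elevation, 6 fewer and 4 the same number, and Tnfaip3, an inhibitor of NF-kB, had 7.50 ± 0.837 against 9.33 ± 0.816 (exact permutation p = 0.02, n = 6 each, adjusted over the list alone 0.16). Of 21 interferon and JAK-STAT genes, 6 had more regions, 4 fewer and 11 the same number, and the list took 0.125% against 0.118% (exact permutation p = 0.22, n = 6 each). Senescence genes took 0.0857% against 0.0772% (exact permutation p = 0.04, adjusted 0.293, n = 6 each). This difference did not pass with the replicate number as a block or with some of the libraries left out. In the apoptosis list Gadd45b had 5.00 ± 0 regions against 3.83 ± 0.408 (exact permutation p = 0.005, n = 6 each, adjusted over the list alone 0.08). Lower counts after IOP elevation were found for Mitf, a regulator of pigment cells (1.67 ± 0.516 against 3.33 ± 1.21, exact permutation p = 0.015, n = 6 each), for Gnb1 (6.00 ± 0 against 7.33 ± 1.03, exact permutation p = 0.02), for Grik1 (0.833 against 1.83, exact permutation p = 0.02) and for the matrix protein Tnc (1.33 against 2.17, exact permutation p = 0.03), none of which passed adjustment over its list alone. No list of 22 passed adjustment by the exact permutation test, and 3 passed unadjusted. Lists at the smallest p of 0.005 can pass this adjustment only where several reach it together. With the 20000 strongest peaks per library 5 lists passed, each at an adjusted p of 0.022 (exact permutation within age). These were TNF and NF-kB signalling (0.225% against 0.166%), apoptosis (0.113% against 0.104%), gliosis (0.127% against 0.0857%), the genes the study singled out (0.0681% against 0.0340%) and housekeeping controls (0.107% against 0.0993%). Over 15516 genes the exact permutation test called 0 after adjustment and 189 unadjusted, 121 with more and 68 with fewer regions. With 0.005 as the smallest p of this test, adjustment over so many genes can pass only where very many genes reach it together. In counts simulated as Poisson around the mean of each gene, the same test called 316 unchanged genes. Real counts can have no spread, as for Gadd45b after IOP elevation, so that number is not their chance level. The unadjusted number was not tested against such a level and does not by itself show a response.

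Regions that opened were rich in the motif of STAT factors, which carry signals of interferons and IL6-type cytokines. The study reported STAT motifs from these same samples, so this motif was not chosen independently of them. With both ages together, 18.3% of opened regions (34 of 186) held it, against 2.35% of other variable regions (Fisher's exact p = 5.57e-20). The motif of AP-1, the Fos and Jun dimers of immediate-early responses, was in 20.4% (38 regions) against 5.52% (Fisher's exact p = 3.47e-12), whereas that of CTCF was in 1.08% against 8.24% (Fisher's exact p = 3.78e-05). At 3 months STAT motifs were in 15.0% of opened regions (32) against 2.41% (Fisher's exact p = 6.07e-16), and AP-1 motifs in 9.81% against 5.78% (Fisher's exact p = 0.0179, adjusted 0.143). At 18 months STAT motifs were in 10.2% (47) against 2.37% (Fisher's exact p = 4.30e-16), and AP-1 motifs in 20.9% (96) against 5.51% (Fisher's exact p = 1.65e-28). With a library left out, which loosens the rule, STAT shares were 7.53 to 11.0% at 3 months and 7.15 to 9.74% at 18 months. Regions closed at 18 months held CTCF motifs in 16.8% of cases (66) against 8.64% (Fisher's exact p = 3.14e-07). Opened regions that held a STAT motif included those near Edn2, Gadd45b, Col4a2, Samd4, Lmo1, Galnt7 and Nxf2, and AP-1 motifs stood in those near Rbm17, Fgf2, Col4a2, Tle4, Lif and Bcl3. Crx/Otx2 motifs, frequent in regions gained with age, were in 23.7% of opened regions against 17.6% (Fisher's exact p = 0.0337, adjusted 0.135).

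**Figure D3:**
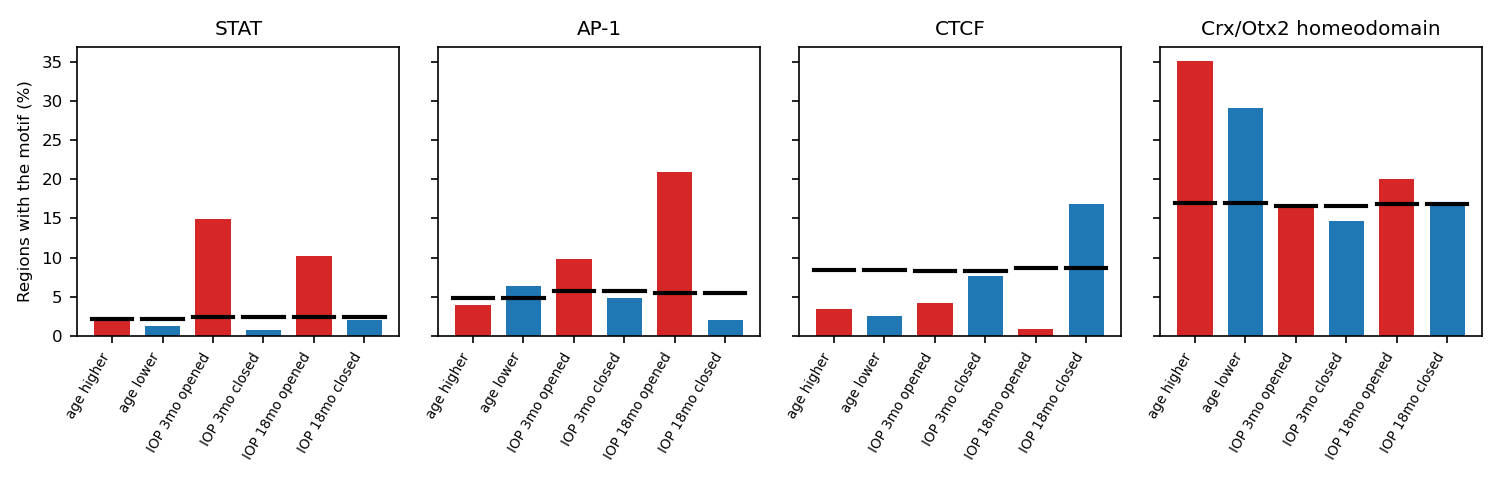
Percent of regions with a STAT, AP-1, CTCF or Crx/Otx2 motif within 100 bp of the summit, with a bar for each set of higher, lower, opened or closed regions and a black line for the other variable regions. Opened regions hold STAT motifs in 15.0% at 3 months and 10.2% at 18 months, and AP-1 motifs in 9.81% and 20.9%. Regions higher at 18 months hold Crx/Otx2 motifs in 35.1%.

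The same shift was measured per library over all variable regions. STAT motifs were in 2.76 ± 0.308% of the variable regions of IOP libraries and 2.05 ± 0.107% of those of contralateral libraries (n = 6 each, exact permutation within age p = 0.005, adjusted over 8 motifs 0.0267), with every IOP library (2.28 to 3.10%) above every contralateral library. AP-1 motifs were in 6.36 ± 1.21% against 4.15 ± 0.528% (exact permutation p = 0.01, adjusted 0.0267, n = 6 each), and NF-kB motifs in 2.49% against 2.30% (exact permutation p = 0.01, adjusted 0.0267). The NF-kB difference did not pass with motifs within 50 bp. CTCF motifs were in 8.59 ± 1.74% against 10.2 ± 0.564% (exact permutation p = 0.04, adjusted 0.08, n = 6 each). The E-box, taken as a control motif, was in 4.13% against 4.19% (exact permutation p = 0.765, n = 6 each).

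**Figure D4:**
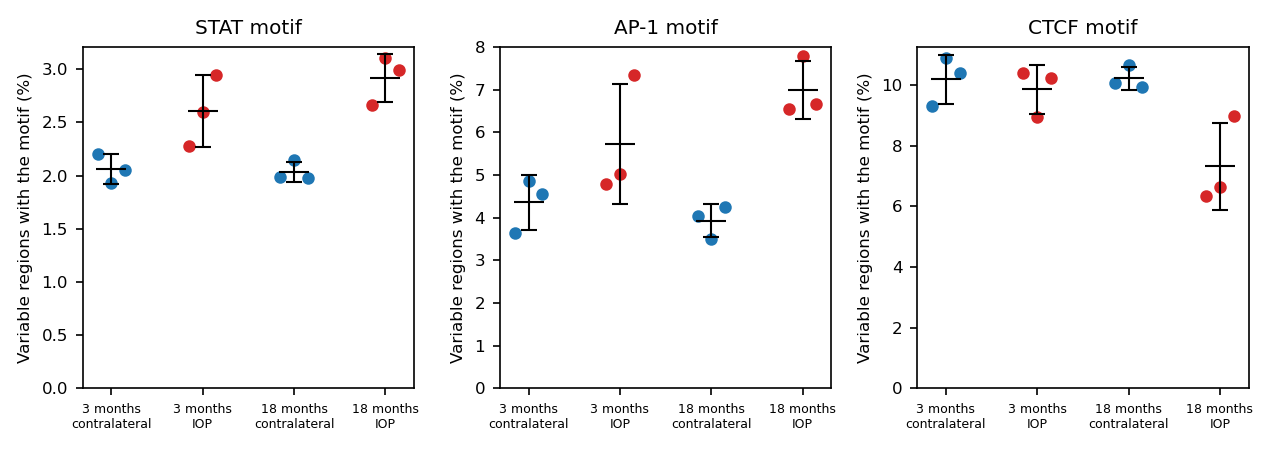
Percent of the variable regions of each library that hold a STAT, AP-1 or CTCF motif, with a point per contralateral or IOP library at each age and bars for the mean ± SD of 3 libraries. STAT shares of IOP libraries lie between 2.28 and 3.10%, above those of all contralateral libraries.

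The study set the responses of the 2 ages side by side, so their difference and overlap were tested directly. More regions opened at 18 months than at 3 months by 245, which relabelling IOP and contralateral libraries within each age gave with p = 0.1 (exact permutation, 400 relabellings). The difference in opened minus closed regions was -5 (exact permutation p = 0.95). The excess of opened regions was 16 with all deposited peaks (exact permutation p = 0.917) and 181 with the 20000 strongest peaks (exact permutation p = 0.0325). Among opened regions the AP-1 share was higher at 18 months, 20.9% against 9.81% (Fisher's exact p = 0.000296, adjusted 0.00237), while the IOP effect on the AP-1 share per library differed between ages by less than the relabellings gave by chance (exact permutation test of the interaction, p = 0.395).

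The regions opened at both ages numbered 48, those near Rbm17, Samd4, Lmo1, Galnt7 and Gadd45b among them. The highest count in any other relabelling was 18, and the exact permutation p = 0.0025 was the smallest possible with 400 relabellings. The 48 were 22.4% of the regions opened at 3 months and 10.5% of those opened at 18 months, and 31.3% of them held a STAT motif (15 regions, Fisher's exact p = 2.36e-13). Regions opened at 3 months were open in 69.0 ± 2.97% of cases in IOP and 34.6 ± 2.43% in contralateral retinas of 18 months (SD, n = 3 each, exact permutation p = 0.1, the smallest possible). Regions opened at 18 months were open in 50.5 ± 11.4% and 21.6 ± 3.46% in the corresponding retinas of 3 months (exact permutation p = 0.1, n = 3 each). For closed regions the differences between IOP and contralateral retinas of the other age were smaller in size, though no test compared closing with opening. Regions closed at 3 months were open in 38.9 ± 4.22% of cases in IOP and 50.1 ± 2.46% in contralateral retinas of 18 months (exact permutation p = 0.1, n = 3 each). Those closed at 18 months were open in 44.4 ± 10.4% and 50.1 ± 9.70% in retinas of 3 months (exact permutation p = 0.5, n = 3 each).

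Whether the response to IOP runs along with ageing was tested on untreated retinas, which share no library with the IOP comparisons. Across regions, the IOP effect at 3 months and the age effect in untreated retinas had a Spearman correlation of 0.0105 (10227 regions, permutation of library labels p = 0.79), and the IOP effect at 18 months one of -0.00569 (11745 regions, permutation p = 0.87). These correlations are across regions, which are not independent replicates. Regions opened by IOP at 3 months were open in 37.2 ± 4.24% of cases in untreated retinas of 18 months and in 31.8 ± 2.14% of those of 3 months (SD, n = 3 each, exact permutation p = 0.1). For regions opened at 18 months these shares were 22.4% and 19.5% (exact permutation p = 0.2, n = 3 each). The labels do not say that each library came from a separate animal, so the p-values measure the spread between these libraries.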

Values the study reported

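The study reported 260 regions that gained accessibility in 18-month-old retinas alone, of 394 in total, and 15 in 3-month-old retinas alone, of 121 in total, at an FDR of 0.05. It read these counts as a significant overlap between the ages in sites open upon IOP. It placed about 10% of the regions that lost accessibility at promoters. After IOP elevation it counted 262 additional open enhancers in aged animals. It described the accessibility of young animals as overlapping almost fully with that of old ones.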

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

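None of the tests in this part was chosen after its result was seen. In groups of 6 libraries a value was looked at again where the gap between the highest or lowest library and the next was large for the range of the group, which happens by chance in about 1 in 20 groups, and 6 of 108 groups met it. Among IOP libraries, 18-month-old IOP replicate 3 had the highest promoter share of peaks, 39.3%. Among contralateral and untreated libraries of 3-month-old mice, contralateral replicate 2 had the highest background, 13.3 tags per kb. It also had the lowest share of regions near housekeeping genes, 0.0721%. Among IOP libraries the share near cone photoreceptor markers was 0.0766% in 18-month-old IOP replicate 1, apart from the others, and that near astrocyte markers was 0.0447% in 18-month-old IOP replicate 3. Among contralateral libraries the share near fatty acid metabolism genes was 0.143% in 3-month-old contralateral replicate 3.

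For interferon and JAK-STAT genes, the list with Stat3, Socs3, Ifit3 and Lif, the IOP effect differed between ages at an unadjusted p under 0.05 only. IOP retinas of 18 months had 0.135% of their regions near these genes and contralateral ones 0.118%, while IOP retinas of 3 months had 0.114% and contralateral ones 0.119%. The IOP effect at 18 months was thus 0.0213 percentage points above that at 3 months (exact permutation within age p = 0.045, adjusted over 35 such tests 0.814, n = 3 per group). It was the only one of these tests below 0.05, about as many as chance gives.

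Peaks outside the compared chromosomes were present in all libraries. Each library had at least 21 and at most 43 peaks on chromosome Y and at least 42 and at most 103 on unplaced scaffolds.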

How the results depend on the processing

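Of 669 recomputed values of 53 results, 524 kept their direction and their side of the threshold or moved by less than the spread or 1.5 times. Tests on wide-peak libraries alone and the relabelling of ages within the contralateral and within the untreated libraries were chosen after seeing the data. Read depth is unknown, so the lists' lengths limit what could be compared. With all deposited peaks, whose number differs between libraries, there were 314 higher and 38 lower regions with age, 175 opened and 1642 closed at 18 months, and 90 opened and 191 closed for both ages. Promoter shares were then 8.60% for higher and 2.63% for lower regions, 7.55% and 9.71% for regions opened at 3 and 18 months, and 6.67% and 6.81% for regions opened and closed at both ages. Those of lower and of opened regions turned from above to below the background, and those of higher and of closed regions no longer passed. The amacrine difference was -0.00504 and the CTCF difference per library -0.613, neither past the threshold. With the 20000 strongest peaks, which calls fewer regions, there were 106 higher regions with age, 89 opened and 60 closed at 3 months, 270 and 175 at 18 months, 102 opened at both ages and 22 shared. The excess of opened regions at 18 months was 181 and passed, that of opened minus closed turned to 66, 5 lists passed for IOP, the amacrine difference turned to 0.000543, and 163 genes for age and 114 for IOP passed unadjusted. The CTCF share of regions closed at 18 months (15.4%), the Crx/Otx2 share of lower regions (21.8%) and the CTCF difference per library (-1.56) did not pass. With −log10 q of at least 5 there were 337 higher and 18 lower regions with age, 107 opened at 3 months, 136 opened and 1554 closed at 18 months, and 74 opened and 147 closed at both ages. Where a library's peaks had to cover the larger part of a region, 15 were lower with age and 96 closed at both ages. With promoters within 1000 bp the shares of lower regions (20.3%) and of regions opened at 18 months (11.8%) passed. The NF-kB difference was 0.0658 with motifs within 50 bp and the Crx/Otx2 share of lower regions 34.2% within 250 bp, neither past the threshold. Contralateral libraries alone gave 440 higher and 274 lower regions, untreated ones 546 and 347, and only the complete separations 49 and 17 for age and 48 and 2 for IOP. Wide-peak libraries alone gave 127 closed regions. With ages relabelled within the contralateral and within the untreated libraries, the difference in the Crx/Otx2 share per library, 2.98 percentage points, passed (exact permutation p = 0.005, n = 6 each). Requiring a summit inside the region changed nothing by construction. Apart from the shorter lists and the sparser samples, the cause was not tested.

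With the replicate number as a block (paired libraries of the same number), age gave 49 higher and 17 lower regions and IOP 48 opened and 2 closed. The block rule needs every pair to differ in the same direction, so these are the complete separations by construction, whatever the pairing. With the block the senescence difference of 0.00853 after IOP elevation no longer passed (exact sign-flip p = 0.0625, n = 6 pairs). With age, the differences of rod markers (-0.0144) and of endothelial cell and pericyte markers (-0.00880) came below an unadjusted 0.05 (exact sign-flip p = 0.0313 for each, the smallest possible, n = 6 pairs). Across ages the numbers pair retinas of different mice, and the labels give such pairs nothing else in common. Without the block the differences stood at p = 0.262 and 0.0974 (exact permutation, n = 6 each), so the lower values rest on that pairing and show no loss. Within 1 age the rule for regions is the same with the block by construction, and a sign-flip p over 3 pairs cannot go below 0.25. Same-numbered libraries correlated between -0.175 and 0.125 in their deviations, and not every library correlated best with its own number.

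Leaving out each library in turn gave 248 to 339 higher and 95 to 138 lower regions with age, 349 to 703 opened and 288 to 513 closed at 3 months, 623 to 1068 and 659 to 869 at 18 months, and 216 to 333 and 82 to 137 at both ages. Counts rise because fewer libraries must be in one state, so a difference between ages with a library left out of one of them compares unequal rules. Beyond 1.5 times were 339 and 312 higher regions without 18-month-old contralateral replicates 1 and 3, and 138, 127 and 136 lower ones without contralateral replicates 1, 2 and 3 of that age. Without 3-month-old untreated replicates 4, 5 and 6 lower regions numbered 137, 134 and 120. At 3 months this held for all 6 libraries: without contralateral replicates 1, 2 and 3 there were 362, 518 and 349 opened and 422, 513 and 391 closed regions, and without IOP replicates 1, 2 and 3 there were 703, 445 and 416 opened and 396, 374 and 288 closed. At 18 months opened regions numbered 736 without contralateral replicate 2 and 1068, 727 and 839 without IOP replicates 1, 2 and 3. Closed regions there numbered 720, 869 and 707 without contralateral and 857, 763 and 659 without IOP replicates 1, 2 and 3. At both ages opened regions numbered 333 and 281 without 3-month-old IOP replicates 1 and 2. Closed ones numbered 126, 103 and 128 without contralateral and 137, 119 and 90 without IOP replicates 1, 2 and 3 of 3 months, and 94, 100 and 96 without contralateral and 94 and 103 without IOP replicates of 18 months (the last one excepted). The overlap ranged from 51 to 103, the latter without 3-month-old IOP replicate 1, as did the 313 genes that passed unadjusted for IOP. The excess of opened regions at 18 months ranged from -244 to 854 (-59 without 3-month-old contralateral replicate 2, -244 without 3-month-old IOP replicate 1) and that of opened minus closed from -241 to 140, positive without 3-month-old contralateral replicates 1, 2 and 3 (126, 61 and 108) and 18-month-old IOP replicates 1 and 3 (140 and 109), and past the threshold at -204 without 18-month-old contralateral replicate 2. The correlations of IOP with age lay between -0.0304 and 0.0321 at 3 months and -0.0521 and 0.0358 at 18 months, on either side of 0. Without single libraries 0 lists and 0 genes passed adjustment by the exact permutation test, and 327 to 446 genes for age and 229 to 313 for IOP passed unadjusted. Differences in list shares ranged from -0.0127 to -0.00806 (amacrine), 0.00660 to 0.0107 (senescence), 0.0192 to 0.0253 (gliosis) and 0.0124 to 0.0144 (study genes), the first not past the threshold in 4 and the second in 7 cases. STAT shares ranged from 7.53 to 11.0% at 3 months, below the 15.0% of all libraries whichever was left out, 7.15 to 9.74% at 18 months and 14.2 to 19.4% at both ages, and AP-1 shares from 15.4 to 20.9% at 18 months and 17.1 to 23.8% at both. CTCF shares ranged from 0.601 to 1.78% (opened, both ages), 1.24 to 1.87% (opened, 18 months) and 13.9 to 16.4% (closed, 18 months). Crx/Otx2 shares ranged from 31.0 to 38.4% in higher and from 19.1 to 30.7% in lower regions, the latter not past the threshold without 18-month-old contralateral replicates 1 (21.0%) and 3 (19.1%) and 3-month-old untreated replicates 4 (21.2%) and 5 (22.4%). Differences per library ranged from 0.662 to 0.821 (STAT), 1.98 to 2.57 (AP-1), 0.163 to 0.219 (NF-kB) and -2.01 to -1.21 (CTCF, not past the threshold in 9 cases) for IOP, and from 1.89 to 4.16 (Crx/Otx2) for age. Differences in the number of peaks ranged from 354 to 5745 (age), -6819 to 6660 (IOP at 3 months, positive without contralateral replicate 2), -14552 to -7700 (IOP at 18 months) and -9633 to -4241 (both).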

Other observations

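Of the tests in this part, the splits of the IOP libraries at 3 months and at 18 months and the test of the equal length of the peak lists were chosen after the results were seen. The classes of peak width, the GC-matched backgrounds and the splits within contralateral and untreated sets were added after seeing the data, before their own results were seen. The lists of cell types and pathways that no comparison above describes had the following shares of regions. With age, bipolar cell markers took 0.108% at 18 months and 0.112% at 3 months, Mueller glia 0.0729% and 0.0887%, ganglion cells 0.0610% and 0.0603%, microglia 0.0300% and 0.0309%, astrocytes 0.0502% and 0.0493%, pigment epithelium 0.0403% and 0.0379%, and lens 0.0427% and 0.0452%. For endothelial cells and pericytes the difference of 18 from 3 months was -0.00880 percentage points. Exact permutation p-values were between 0.0974 (Mueller glia and endothelial cells) and 0.833 (ganglion cells), with n = 6 each. Cdh5, the cadherin of endothelial junctions, had 1.67 regions at 18 months and 3.00 at 3 months (exact permutation p = 0.0541, n = 6 each). TNF and NF-kB genes took 0.177% and 0.182%, interferon and JAK-STAT genes 0.116% and 0.117%, complement 0.0216% and 0.0229%, extracellular matrix 0.0840% and 0.0910%, apoptosis 0.0991% and 0.0924%, and gliosis 0.117% and 0.109%. Oxidative phosphorylation took 0.101% and 0.0973%, fatty acid metabolism 0.141% and 0.145%, housekeeping controls 0.0842% and 0.0819%, and the genes the study singled out 0.0493% and 0.0459% (exact permutation p between 0.0887 for gliosis and 0.794 for interferon genes, n = 6 each). Of 16 oxidative phosphorylation genes, 6 had more regions at 18 months, 1 fewer and 9 the same number, and of 12 housekeeping genes 3 had more, 2 fewer and 7 the same number.

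After IOP elevation, both ages together, rod markers took 0.218% in IOP and 0.221% in contralateral retinas, cones 0.0935% and 0.0913%, bipolar cells 0.109% and 0.113%, Mueller glia 0.0910% and 0.0903%, amacrine and horizontal cells 0.0858% and 0.0797%, ganglion cells 0.0638% and 0.0604%, and microglia 0.0326% and 0.0299%. Astrocytes took 0.0550% and 0.0507%, endothelial cells 0.0302% and 0.0309%, pigment epithelium 0.0400% and 0.0406%, and lens 0.0506% and 0.0488%. Exact permutation p-values within age were between 0.165 (amacrine and horizontal cells) and 0.895 (Mueller glia), with n = 6 each. TNF and NF-kB genes took 0.184% and 0.180%, complement 0.0253% and 0.0251%, extracellular matrix 0.0998% and 0.0946%, apoptosis 0.0935% and 0.0898%, oxidative phosphorylation 0.0921% and 0.0946%, fatty acid metabolism 0.137% and 0.135%, and housekeeping controls 0.0784% and 0.0797% (exact permutation p between 0.26 and 0.815, n = 6 each). Of 9 microglia genes with regions, 3 had more of them after IOP elevation, 0 fewer and 6 the same number, with 0 below an unadjusted p of 0.05 in the exact permutation test. Pou4f3, a ganglion cell factor, had 0.5 regions after IOP elevation and 1.5 in contralateral retinas (exact permutation p = 0.065, n = 6 each), and Gfap had 1.83 and 1.17 (exact permutation p = 0.08, n = 6 each). Of the 2 motifs not described above, the paired-type and LIM homeodomain motif was in 4.72% of the variable regions of IOP and 4.69% of those of contralateral libraries (exact permutation p = 0.935, n = 6 each), and the GC box in 1.24% and 1.11% (exact permutation p = 0.085, n = 6 each).

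STAT and AP-1 motifs were frequent in regions that opened after IOP elevation. The contralateral and IOP libraries fell into 5 with narrow and 7 with wide peaks, and among the wide-peak libraries alone opened regions held STAT motifs in 16.5% and AP-1 motifs in 21.2%, against 2.38% and 5.70% of other variable regions (Fisher's exact p = 3.72e-22 and 1.15e-16), so the mix of widths is not the whole cause of either excess. Among the narrow-peak libraries alone the shares were 5.46% and 7.60%, against 2.32% and 5.51% (Fisher's exact p = 5.78e-05 and 0.0499), so both excesses were smaller there. Wide-peak regions were called with 4 against 3 libraries (255 opened) and narrow-peak ones with 2 against 3 (513 opened). The classes thus follow unequal rules, their difference was not tested, and why they differ stays open. A background matched on GC content held STAT motifs in 2.26% (Fisher's exact p = 3.72e-17), which argues against base composition. Of 100 splits within age, 1, the real one, gave as many opened regions with a STAT motif (34, highest other 11). The real labels thus stood apart from the other splits drawn. The study had reported STAT motifs from these samples, and the splits do not allow for that choice of motif. A candidate explanation, not tested against protein or RNA, is that STAT and AP-1 factors bind retinal chromatin on day 2 after IOP elevation, and a change in the mix of cells may add to it.

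More regions opened after IOP elevation at 18 than at 3 months. With 1 narrow-peak and 1 wide-peak library per arm the counts were 1004 to 1170 at 18 months and 647 to 698 at 3 months, a ratio of means of 1.61. An excess thus remained with balanced widths, under a looser rule. All sets of an age share IOP replicate 1 and contralateral replicate 2, so they do not decide whether uneven widths add to it. Closed counts in the same sets rose as well, with 644 to 785 at 3 months and 1109 to 1284 at 18 months, so the excess is not particular to opening. The ratio was 1.10 with all deposited peaks (175 against 159 regions), but the 18-month-old IOP lists are then shorter than the contralateral ones, which lowers opened and raises closed counts (1642 closed) by itself. The test therefore does not decide whether lists of equal length add to the excess. With the 20000 strongest peaks, lists of equal length too, 270 regions opened at 18 and 89 at 3 months. Relabelling gave the excess with p = 0.1 (exact permutation), so chance remains open beside age, peak widths and the length of the lists.

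Crx/Otx2 motifs were frequent in regions higher at 18 months. The share was above the background within contralateral and within untreated libraries, and the lower of the values was 31.6% (Fisher's exact p = 7.35e-14 for contralateral libraries and 5.76e-21 for untreated ones), so a difference between these sets does not account for it. A GC-matched background held the motif in 21.0% against 35.1% (Fisher's exact p = 1.34e-05), so base composition accounts for a part of the difference at most. Lower regions held the motif in 29.1%, also above the background, though not within either set alone (12.8% and 16.7%). No test here separates a gain of photoreceptor enhancers from a shift in cell composition, and both stay open.

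The groupings of libraries were compared with other groupings of the same libraries. For age, 3 of 100 splits gave as many changed regions (284, highest other 384). The split of contralateral from untreated libraries, not among those drawn, gave 1360, so splits across all 12 libraries do not decide on chance. Within the contralateral and untreated sets 1 of 100 splits, the real one, gave as many (highest other 111), so relabelling ages within the sets rarely does. For IOP at both ages together, 1 of 100 splits did (242, highest other 239). At 3 months 5 of 10 splits gave as many (357, highest other 569), and at 18 months 1 of 10 did (852, highest other 776, the split of narrow from wide peaks with 416 regions one way and 360 the other). With 10 splits no share can fall under 0.05.

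Of the regions lower at 18 months, the share at promoters here was 22.8%. That is higher than the value quoted from the study above, while the share with all deposited peaks, 2.63%, is lower. The study called regions by edgeR on read counts with an adjusted threshold, and regions here were called from lists of equal length by an unadjusted Fisher p, so the shares describe different sets.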
